# Early parental deprivation during primate infancy has a lifelong impact on gene expression in the male marmoset brain

**DOI:** 10.1038/s41598-023-51025-z

**Published:** 2024-01-03

**Authors:** Haruka Shinohara, Makiko Meguro-Horike, Takashi Inoue, Miyuki Shimazu, Machiko Hattori, Hitoshi Hibino, Kazumasa Fukasawa, Erika Sasaki, Shin-ichi Horike

**Keywords:** Gene expression, Neurological disorders, Neurodevelopmental disorders, ADHD, Autism spectrum disorders, Transcriptomics

## Abstract

Adverse early life experiences are well-established risk factors for neurological disorders later in life. However, the molecular mechanisms underlying the impact of adverse experiences on neurophysiological systems throughout life remain incompletely understood. Previous studies suggest that social attachment to parents in early development are indispensable for infants to grow into healthy adults. In situations where multiple offspring are born in a single birth in common marmosets, human hand-rearing is employed to ensure the survival of the offspring in captivity. However, hand-reared marmosets often exhibit behavioral abnormalities, including abnormal vocalizations, excessive attachment to the caretaker, and aggressive behavior. In this study, comprehensive transcriptome analyses were conducted on hippocampus tissues, a neuroanatomical region sensitive to social attachment, obtained from human hand-reared (N = 6) and parent-reared male marmosets (N = 5) at distinct developmental stages. Our analyses revealed consistent alterations in a subset of genes, including those related to neurodevelopmental diseases, across different developmental stages, indicating their continuous susceptibility to the effects of early parental deprivation. These findings highlight the dynamic nature of gene expression in response to early life experiences and suggest that the impact of early parental deprivation on gene expression may vary across different stages of development.

## Introduction

Early life experiences, such as parent loss, neglect, and child abuse, are well-established risk factors for neurological disorders later in life, including depression, anxiety disorders, and post-traumatic stress disorder^1,2^. Various experiences contribute to neural plasticity and neurophysiological processes involved in learning and memory throughout life. Conversely, many types of adverse experiences have long-term negative consequences on cognitive, emotional, and behavioral development^3,4^. Adequate parental care during childhood is indispensable for developing neuronal networks with neural plasticity^5^. Previously, a study demonstrated the influence of contact comfort on primate development^6^. In this study, infant rhesus monkeys were separated from their mothers and some infants were housed in isolated cages away from peers. These monkeys exhibited disturbed behavior, such as blank stares, circling within their cages, and self-mutilation due to social isolation. Upon reintroduction to the group, the isolated infants displayed uncertainty in their interactions—many remained isolated from the group, and some even succumbed after refusing to eat. Thus, this early period, characterized by heightened sensitivity to the environment, plays a crucial role in establishing lifelong patterns of physiological reactivity and behavior. Specifically, the early developmental period [postnatal day 1 to day 28 in the common marmoset (*Callithrix jacchus*)], characterized by intensive mother-infant contact, is essential for adapting to early home environments through maternal care, which involves skin-to-skin contact between a mother and her newborn^7^. However, the molecular mechanisms underlying the impact of adverse childhood experiences on neurophysiological systems throughout life remain incompletely understood^8^. Several rodent models have been instrumental in investigating these mechanisms and have revealed that adverse experiences, resulting in heightened responsiveness of the hypothalamic–pituitary–adrenal (HPA) axis, can induce behavioral anxiety through epigenetic programming of glucocorticoid receptor (*GR*) expression^9–11^. These findings highlight the significant impact of adverse experiences, such as mother-infant separation, in instigating epigenetic alterations in infants, leading to enduring effects on gene expression due to maternal care. However, rodents differ notably from humans in aspects of parental care, secretion systems, stress responses, brain structures, and neurodevelopment, which emphasizes the critical role of primate models in corroborating the implications derived from rodent models^12,13^. For instance, a study demonstrated the profound influence of familial interactions on primate development by examining the consequences of parental deprivation in marmosets, employing the postnatal environmental manipulation paradigm initially established in rats^14^. In common marmosets, early life experiences resulting from repeated social isolation during infancy triggers acute stress responses, activating the HPA axis and potentially inducing neurodevelopmental changes. Notably, the repeated daily isolation of marmoset infants significantly elevates cortisol, epinephrine, and norepinephrine levels compared to controls^15,16^. Furthermore, consistent findings indicating reduced hippocampal expression of the mineralocorticoid receptor (*MR*) and the glucocorticoid receptor (*GR*) suggest lasting effects of this stress^17^. Therefore, primate studies provide crucial insights that complement rodent research, despite differences in the postnatal state of the HPA system between these species. These investigations propose that early life experiences prompting acute stress responses disrupt physiological brain balance through the HPA system. Conversely, the classic Harlow studies presented pivotal evidence, highlighting the fundamental importance of parent–child attachment relationships and the essential role of maternal touch in infant development. His experiments underscored the significance of fulfilling emotional needs in infants for healthy development, suggesting that love, affection, and comfort are indispensable for infants to grow into healthy adults^18^.

Given the existing evidence on the influence of early-life experiences, such as mother-infant separation, on infant physiology, cognition, and social behaviors across various species^9,10,19–27^, we chose the common marmoset, a New World monkey, as our model for investigating the impact of early parental deprivation. The common marmoset is a genetically manipulatable primate that has been used as a suitable model to understand the molecular basis of neurophysiological processes. Their developmental rate and reproductive capacity make them powerful models for genetic engineering^28^. Moreover, the common marmoset provides valuable insights into the study of parental infant care, which shares similarities with human caregiving. Marmosets live in family units and have excellent vocal communication, with mothers, fathers, and other kin participating in infant-rearing and sharing food with the offspring^29^. In situations where multiple offspring are born in a single birth, there is indeed competition for limited resources like milk from the mother. Consequently, the weaker or smaller offspring may not receive enough nourishment, making them more vulnerable and prone to failing to thrive, ultimately leading to their death. To address this issue, caretakers in animal facilities often opt to human hand-rear the weaker and smaller neonates when multiple offspring are born in a single birth. This intervention helps to ensure that the limited resources and care available can be directed towards a smaller number of offspring, increasing their chances of survival. However, it has been noted that human hand-reared marmoset neonates exhibit behavioral abnormalities that are not observed in parent-reared neonates^19,20^. On a related note, studies have shown that peer-reared rhesus macaques which develop in the absence of their parents exhibit behavioral abnormalities, such as insecure attachment and heightened levels of anxiety^21^. These observations highlight the critical role of social relationships and attachment to parents in early development, serving as essential factors for infants to mature into healthy adults as described previously^7^. Notably, decreased expression of the *OXTR* gene and a reduced abundance of H3K4me3 modification in the promoter region of the *OXTR* gene were observed in the hippocampus of macaques exposed to disrupted maternal care^21^. These findings suggest the involvement of the oxytocin system in response to mother-infant separation.

Thus, it is evident that early life experiences, such as human hand-rearing or mother-infant separation, have the potential to impact the neurophysiological systems and gene expression patterns in infant brains. Therefore, we aimed to investigate the hypothesis that human hand-rearing induces alterations in gene expression within the brains of infants, and that these changes persist into adulthood with potential epigenetic alterations. Previous research has indicated a decrease in gene expression of the *5-HT1A* receptor gene in the hippocampus of marmoset infants subjected to early parental deprivation, as determined by in situ hybridization^22^. However, whether human hand-rearing specifically influences global gene expression patterns in the brains of marmoset infants has yet to be fully elucidated. In this study, comprehensive transcriptome analyses were conducted on hippocampus tissues, a neuroanatomical region sensitive to social attachment, obtained from human hand-reared (N = 6) and parent-reared male marmosets (N = 5) at distinct developmental stages (Young: 13 to 19 months and Aged: 88 to 164 months) (Fig. 1a). Thus, investigating the effect of early parental deprivation on gene expression and potential epigenetic changes could be crucial in understanding the role of early mother–child attachment at a genetic level.

**Figure 1:**
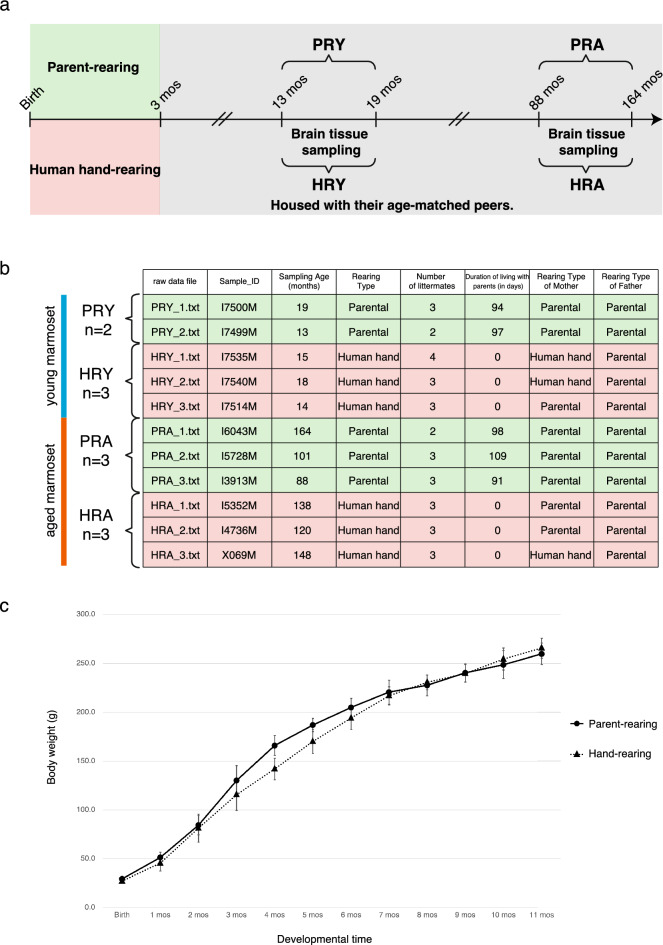
Overview of the experimental workflow & Monthly body weight measurements. **(a)** Overview of the experimental workflow. *HRY* *h*and-*r*eared *y*oung marmoset, *PRY* *p*arent-*r*eared *y*oung marmoset, *HRA* *h*and-*r*eared *a*ged marmoset, *PRA* *p*arent-*r*eared *a*ged marmoset. **(b)** Sample information. **(c)** Monthly body weight measurements of parent-reared marmosets and human hand-reared marmosets were taken for eleven months, starting from the day of their birth.

## Results

### Early parental deprivation model

The primary objective of this study was to explore the short-term and long-term consequences of early parental deprivation by analyzing gene expression in the hippocampus tissues of eleven male marmosets. Among the marmosets included in the study, six were subjected to human hand-rearing, while the remaining five were reared by their parents. After birth, the marmosets underwent either human hand- or parental rearing for a duration of 3 months (Fig. 1a). Subsequently, they were housed together with their age-matched peer. To categorize the marmosets based on age, those falling within the age range of 13 to 19 months were classified as Young Marmosets, while those within the age range of 88 to 164 months were designated as Aged Marmosets (Fig. 1b). The gene expression alterations observed in the Young Marmosets due to human hand-rearing in the initial 3 months post-birth were classified as short-term consequences. Conversely, the gene expression alterations observed in Aged Marmosets were characterized as long-term consequences. To account for the potential impact of different feeding patterns and nutritional compositions on brain development, monthly weight measurements were conducted on both human hand-reared and parent-reared marmosets starting from birth (Fig. 1c). The results showed slight differences in body weight at 4 months of age between the two groups. Marmosets that underwent human hand-rearing during the first 3 months after birth showed distinct variations in body weight compared to those that received parental rearing. However, after reaching 7 months of age, no significant differences in body weight were observed among the marmosets, suggesting that their nutritional needs were adequately met for normal brain development.

In this study, while we did not conduct specific quantitative behavioral analysis or vocal measurements, notable behaviors were observed. They exhibited increased aggression or demanding behavior towards caretakers, suggesting potential social and behavioral implications of early parental deprivation, as previously described^19,20^. Furthermore, their vocal development seemed to resemble that of an immature infant. These observations underscore the influence of early-life experiences on both social conduct and vocalization in human hand-reared marmosets, as elaborated earlier^20^.

Taken together, we suggested that while there may be initial differences in body weight due to variations in feeding patterns, the nutritional needs of human hand-reared marmosets can be sufficiently met for normal brain development. However, the observed behavioral and vocal immaturity in human hand-reared marmosets indicates potential long-term effects of early parental deprivation on social behavior and communication skills.

### The pathway of neuroactive ligand-receptor interaction may play a significant role in the short-term consequences of early parental deprivation

To investigate the molecular mechanisms underlying the short-term consequences of early parental deprivation in human hand-reared marmosets, a detailed analysis of gene expression changes in hippocampus tissues was conducted. It is hypothesized that early parental deprivation can influence the neuronal gene expression program by changing persistent epigenetic modifications in the developing brain. To assess these changes, comprehensive transcriptome analyses were performed using the SurePrint microarray technique from Agilent Technology. 

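Each of the 11 RNA samples was labelled with the dye Cy3 and hybridized alone, so that the brightness of a spot reports the level of 1 transcript in 1 animal. An array carried 1319 control spots and 55170 spots for marmoset transcripts, which held 54670 probes. Each probe was designed on a different transcript, and 50 of the probes were printed 11 times. The scanner output names a probe's transcript by its Ensembl identifier and gives no gene symbol. None of the identifiers was found in the tables used for gene names (0 matched), so all values here are for transcripts, whereas the paper counts genes. The young group consisted of 3 human hand-reared (HRY) and 2 parent-reared (PRY) marmosets by the sample labels and Fig. 1b, which were followed here. The column labels of the heat map in Fig. 2c show 2 HRY and 3 PRY animals. The authors' scanner software subtracted the background and wrote an intensity for each spot, not yet normalized between arrays. From these intensities, control spots and spots marked as outliers were left out, which removed 29 transcripts with no spot left on some array. Spots of a probe were averaged on the log2 scale, and the 75th percentile of each array was subtracted. Of the 54670 transcripts, 41907 were well above background in PRY1 and 41430 in PRY2. In the 3 HRY animals the number was between 42036 and 43438, with a median of 42590. A transcript was tested if it was well above background on every array of at least 1 of the 4 groups of the study, which held for 42034. The test was limma's moderated test on 4 group means fitted over all 11 arrays. The number of animals limits the precision of each group mean. PRY1, HRY1 and HRY2 were on array slide 1, and PRY2 and HRY3 were on slide 2. The RNA integrity number (RIN), a score of RNA degradation, was 7.5 and 5.7 in the 2 PRY samples and between 7.2 and 7.9 in the HRY samples.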

Hippocampus tissues obtained from two marmosets reared by their parents and three marmosets that underwent human hand-rearing were utilized in the study. The selected marmosets, classified as young marmosets, were within the age range of 13 to 19 months. By comparing the gene expression profiles between the human hand-reared and parent-reared young marmosets, we identified 613 genes that exhibited significant differential expression in the hippocampus. Out of these genes, 425 were found to be significantly upregulated, and 188 genes were significantly downregulated in the human hand-reared marmosets (Fig. 2a). 

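At a fold change above 2 and an unadjusted p under 0.05 in limma, the criteria kept here for all counts, 759 transcripts were higher and 354 were lower in HRY than in PRY animals among the 42034 tested. Regardless of fold change, an unadjusted p under 0.05 was reached by 3971 transcripts, or 9.45% of those tested, where chance alone would give 2102. No transcript (0) had an adjusted p under 0.05 after Benjamini-Hochberg adjustment, and the smallest adjusted p was 0.334. When values were simulated with each transcript's own spread and no difference between groups, 502 of 42034 transcripts passed the same criteria in the young comparison. Each simulated value was drawn on its own, so that number leaves out variation that transcripts share within an animal or array. The methods' t-test on the same values gave 297 transcripts higher and 108 lower, and likewise 0 after adjustment. The counts moved most when PRY2 was left out, to 2141 higher and 1538 lower, with 1993 transcripts at an adjusted p under 0.05. That comparison sets the HRY animals against PRY1 alone and assumes that PRY1 varies like the animals of the other groups.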

The criteria used for determining differential expression were fold change greater than 2.0 for upregulated genes and fold change less than -2.0 for downregulated genes, with a significance level of P < 0.05. These findings suggest that early parental deprivation can cause significant alterations in gene expression patterns in the hippocampus, potentially impacting various molecular processes and pathways involved in neuronal function and development.

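Among the 1113 transcripts past the criteria in young animals, every HRY value lay on one side of both PRY values for 956. Over all tested transcripts, the groups did not overlap for 22.5%, and chance gives 20% with 3 animals against 2. For 134 of the 1113, the transcript was not well above background on any array of the lower group, so their fold changes are measured against a bound. The largest increase among transcripts well above background on all 5 young arrays and without overlap between the groups was that of ENSCJAT00000012224.1, for which the files give no gene name. Its log2 intensity relative to the 75th percentile was 0.17 ± 2.14 (SD, n = 3) in HRY and -5.23 ± 0.38 (SD, n = 2) in PRY animals. The log2 fold change was 5.40, with a standard error of 1.08 and an adjusted p of 0.334 in limma. With each animal left out in turn, its log2 fold change stayed between 4.21 and 6.30. The largest decrease was that of ENSCJAT00000036151.2, at -5.79 ± 0.62 (SD, n = 3) in HRY and -2.16 ± 1.18 (SD, n = 2) in PRY animals. The log2 fold change was -3.63, with a standard error of 0.94 and an adjusted p of 0.350 in limma. With the array slide in the limma model, 872 transcripts were higher and 538 lower, 2 of all those tested with an adjusted p under 0.05. With RIN in the model, the counts were 1268 and 647, with 1 adjusted p under 0.05. From the genes past its criteria, the paper proposes that early parental deprivation alters expression in the hippocampus and may affect neuronal function and development.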

**Figure 2:**
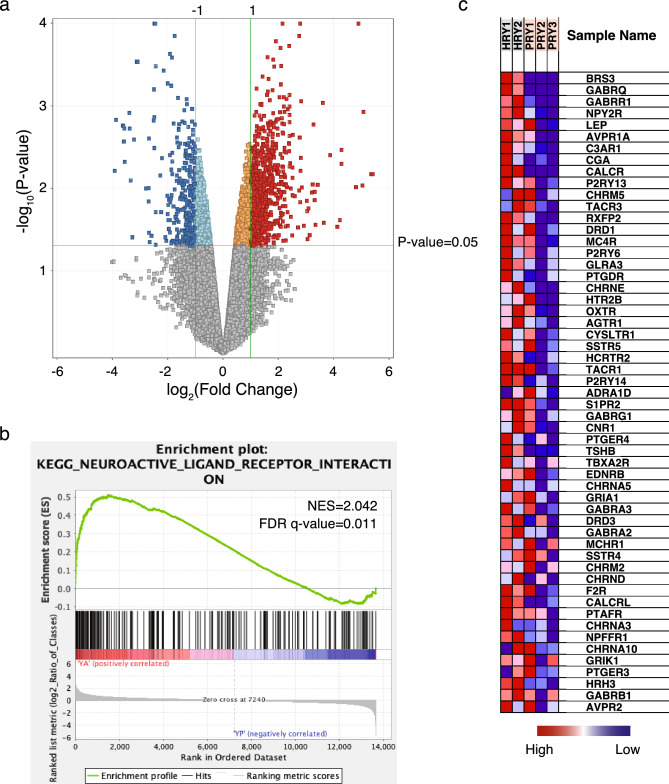
The pathway of neuroactive ligand-receptor interaction may play a significant role in the short-term consequences of early parental deprivation. **(a)** A volcano plot was generated to visualize the results of the microarray analysis comparing human hand-reared young marmosets to parent-reared young marmosets. In the plot, 425 genes that exhibited upregulation in the human hand-reared marmosets were shown in red color (fold change > 2.0, P < 0.05). On the other hand, 188 genes that displayed downregulation were shown in blue color (fold change < −2.0, P < 0.05). **(b)** Gene Set Enrichment Analysis (GSEA) of the neuroactive-ligand receptor interaction pathway enriched in human hand-reared marmosets compared to parent-reared young marmosets. **(c)** Heat map was visualized neuroactive ligand-receptor interaction pathway genes. *HRY* *h*and-*r*eared *y*oung marmoset, *PRY* *p*arent-*r*eared *y*oung marmoset, *red* higher expression, *blue* lower expression.

To identify the biological processes associated with gene expression changes in early parental deprivation, we conducted functional annotation analysis using the DAVID (Database for Annotation, Visualization, and Integrated Discovery) tools^30,31^. Among the 425 genes that displayed upregulation in human hand-reared marmosets, two Gene Ontology (GO) clusters with high enrichment scores were identified (Table.1). The primary cluster, exhibiting the highest enrichment, was associated with the Neuroactive-Ligand Receptor Interaction Pathway. Additionally, Gene Set Enrichment Analysis (GSEA)^32,33^ indicated a correlation between the upregulated genes in human hand-reared marmosets and the Neuroactive-Ligand Receptor Interaction Pathway (Fig. 2b). Within this pathway, GABA Receptor family (*GABRR1*, *GABRG1*, *GABRA2*, *GABRA3*, *GABRB1*), and cholinergic receptor family (*CHRNA5, CHRNA3, CHRNA10*, *CHRM5*) and *OXTR* showed notable upregulation in human hand-reared marmosets (Fig. 2c). Conversely, no GO clusters with significantly high enrichment scores were identified among the 188 genes displaying downregulation in human hand-reared marmosets. This finding suggests that the genes upregulated in human hand-reared marmosets are involved in neuroactive ligand-receptor interactions, which may play a significant role in the short-term consequences of early parental deprivation.

**Table 1:** Gene ontology (GO) enrichment analysis toward the 425 genes that were upregulated in human hand-reared marmosets.

Cluster 1	Enrichment score 4.81	Count	P-value	FDR-adjusted P-value
KEGG PATHWAY	Neuroactive ligand-receptor interaction	28	3.2E−9	7.6E−7
UP_KW_MOLECULAR_FUNCTION	Receptor	45	5.7E−8	3.3E−6
UP_SEQ_FEATURE	DOMAIN:G-protein coupled receptors family 1 profile	26	1.9E−7	2.4E−5
INTERPRO	GPCR, rhodopsin-like, 7TM	24	6.7E−6	4.4E−3
INTERPRO	G protein-coupled receptor, rhodopsin-like	23	1.3E−5	4.4E−3
UP_KW_MOLECULAR_FUNCTION	Transducer	28	6.1E−5	1.8E−3
SMART	SM01381	9	3.6E−4	5.9E−2
UP_KW_MOLECULAR_FUNCTION	G protein-coupled receptor	16	1.4E−2	2.6E−1
UP_KW_CELLULAR_COMPONENT	Cell membrane	23	5.9E−2	4.9E−1

Cluster 2	Enrichment score 3.18	Count	P-value	FDR-adjusted P-value
UP_SEQ_FEATURE	TRANSMEM:Helical	127	3.8E−9	9.5E−7
GOTERM_CC_DIRECT	Integral component of membrane	111	4.4E−4	4.7E−2
UP_KW_CELLULAR_COMPONENT	Membrane	137	1.3E−2	1.6E−1
UP_KW_DOMAIN	Transmembrane	94	4.2E−2	3.1E−1
UP_KW_DOMAIN	Transmembrane helix	66	1.4E−1	7.1E−1

### Identification of potential pathways and processes involved in the long-term consequences of early parental deprivation

To investigate the persistence of gene expression changes observed in human hand-reared young marmosets into adulthood, we conducted comprehensive gene expression analyses in marmosets ranging from 88 to 164 months of age. 

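The aged group consisted of 3 human hand-reared (HRA) and 3 parent-reared (PRA) marmosets between 88 and 164 months of age. Their 6 arrays were all on slide 2 and were processed and fitted together with the young arrays. On that slide, the 3 HRA arrays and HRY3 lay in array row 1, and the 3 PRA arrays and PRY2 in row 2, so array row and rearing cannot be told apart in aged animals. Between 41116 and 41963 transcripts were well above background in the HRA animals, with a median of 41561, and between 41600 and 41941 in the PRA animals, with a median of 41829. The 75th percentile of the intensities was between 1521 and 1665 in HRA and between 1681 and 1737 in PRA before it was subtracted. RIN was between 6.0 and 7.5 in HRA and between 7.6 and 8.3 in PRA animals, without overlap, and the 28S/18S ratio was between 0.9 and 1.5 in HRA and between 1.3 and 1.7 in PRA animals.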

By comparing the gene expression profiles between these two age groups, we aimed to assess whether the expression changes associated with early parental deprivation were maintained or altered in adulthood. This analysis provides insights into the long-term consequences of early parental deprivation on gene expression patterns in the hippocampus and can help us understand the molecular mechanisms underlying the lasting effects of early-life experiences. By comparing the gene expression profiles between human hand-reared and parent-reared aged marmosets (between 88 to 164 months of age), we identified 567 genes that showed significant differential expression in the hippocampus. Among these genes, 381 genes were found to be significantly upregulated (fold change > 2.0, P < 0.05) in the human hand-reared marmosets, while 186 genes were significantly downregulated (fold change < − 2.0, P < 0.05) in the human hand-reared marmosets (Fig. 3a). Furthermore, we performed GSEA to gain insights into the biological processes associated with these gene expression changes in human hand-reared aged marmosets. 

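In the aged animals, 423 transcripts were higher and 132 lower in HRA than in PRA animals by these criteria, among 42034 tested. An unadjusted p under 0.05 in limma was reached by 5162 transcripts, or 12.3% of those tested, and none (0) had an adjusted p under 0.05. The smallest adjusted p was 0.0595. In the simulation without any difference between groups, 386 of 42034 transcripts passed the criteria in the aged comparison. It holds no variation shared by transcripts within an animal or array. The 10 splits of the real aged arrays into groups of 3, that by rearing included, gave between 45 and 755. The methods' t-test gave 240 transcripts higher and 90 lower, with 3 after Benjamini-Hochberg adjustment. Of the 555 transcripts past the criteria, 423 had no overlap between the groups. Over all tested transcripts this share was 19.9%, against 10% by chance with 3 animals in each group. On every array of both groups, 279 of the 555 were well above background, and 132 were not well above background on any array of the lower group. The largest increase among transcripts past the criteria, well above background in all 6 animals and without overlap between the groups was that of ENSCJAT00000059106.1, at -2.76 ± 0.69 (SD, n = 3) in HRA and -4.96 ± 0.14 (SD, n = 3) in PRA animals. Its log2 fold change was 2.20, with a standard error of 0.52 and an adjusted p of 0.401 in limma. ENSCJAT00000033057.2 had the largest decrease under the same conditions, from -2.53 ± 1.1 (SD, n = 3) in PRA to -4.65 ± 1.04 (SD, n = 3) in HRA animals. The log2 fold change was -2.12, with a standard error of 0.75 and an adjusted p of 0.401 in limma. It no longer passed the criteria without HRA1, without HRA2 or without PRA1, when it was between -1.94 and -1.49. Single animals moved the counts. Without HRA3, 1504 transcripts were higher and 455 lower, with 567 at an adjusted p under 0.05, and without HRA2 the counts were 233 and 76, with 0 adjusted. With RIN in the model, 395 transcripts were higher and 287 lower, and the number with an unadjusted p under 0.05 was 2271. That number, 2102 by chance, was 2041 without HRA1, 1515 without HRA2 and 10525 without HRA3. With the 28S/18S ratio in the model, a setting added after the data were seen, it was 1628. The excess over chance in aged animals was therefore lost without HRA1, without HRA2 or with that ratio. It was small with RIN in the model (2271), without PRA2 (2424) or without PRA3 (2507), and was larger under the other settings.

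**Figure D1:**
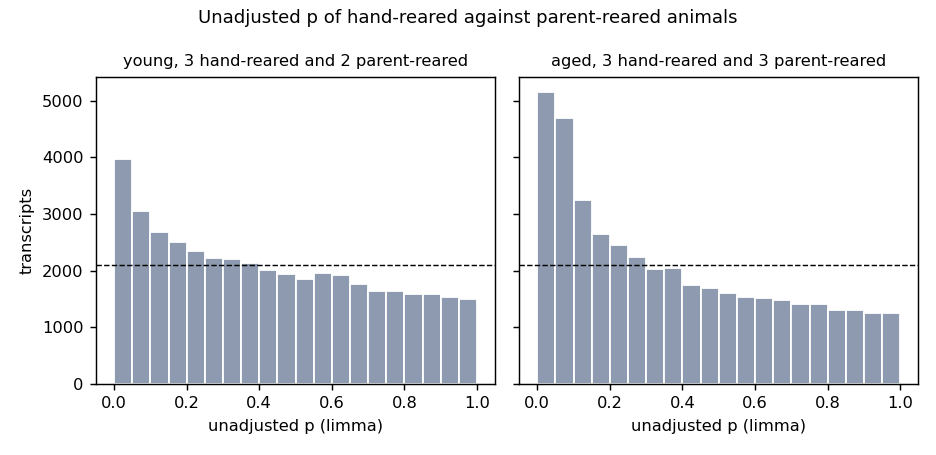
Number of the 42034 tested transcripts by unadjusted p of limma, in 20 bins, for young and aged animals. The dashed line is the number per bin expected by chance. In both stages the first bin is above that line, and in aged animals it holds 5162 transcripts.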

The analysis revealed that the downregulated genes in human hand-reared marmosets were associated with three gene sets: BOQUEST STEM CELL UP, NABA ECM GLYCOPROTEINS, and WU CELL MIGRATION (Fig. 3b). Figure 3c illustrates the partially or completely overlapped genes among these three gene sets. Notably, within these gene sets, several genes are of particular interest. The *EFEMP1* gene, associated with dementia^34^, exhibited downregulation in human hand-reared marmosets, suggesting a potential link between its expression and the observed cognitive effects^19^. Furthermore, the *IGFBP3/6* and *WNT5a* genes, known for their involvement in neuronal differentiation and proliferation^35,36^, showed downregulation in human hand-reared marmosets. Additionally, the gene *S100A4*, which has a neuroprotective pro-survival effect on neurons during brain injury^37^, was identified among the downregulated genes. Its downregulation suggests a potential reduction in the neuroprotective response, potentially contributing to increased vulnerability to adverse effects following early parental deprivation. Conversely, GSEA did not reveal any significant correlations between the upregulated genes in human hand-reared marmosets and the potential pathway related to behavior or neural development. These findings provide valuable insights into the molecular mechanisms underlying the consequences of early parental deprivation in human hand-reared aged marmosets. The identified gene sets and associated genes shed light on the potential pathways and processes involved in the observed gene expression changes and associated cognitive and behavioral alterations.

**Figure 3:**
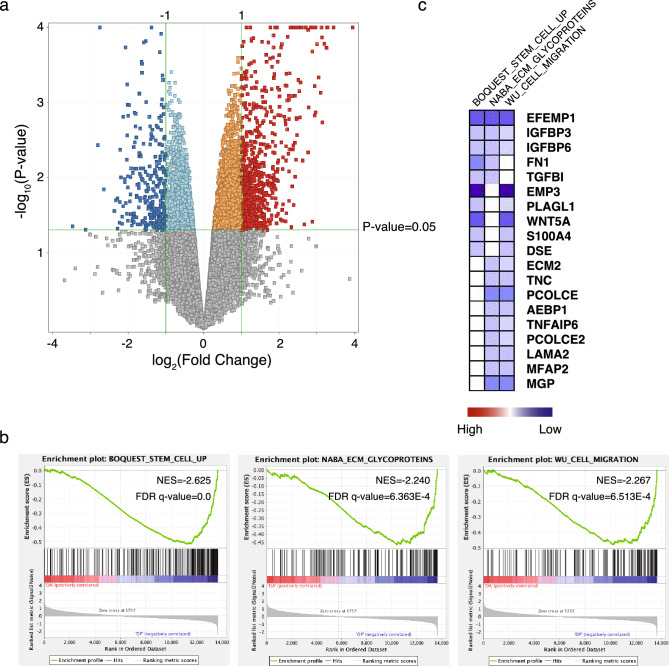
Identification of potential pathways and processes involved in the long-term consequences of early parental deprivation. **(a)** Volcano plot of human hand-reared aged marmosets vs parent-reared aged marmosets. In the plot, 381 genes that exhibited upregulation in the human hand-reared marmosets were shown in red color (fold change > 2.0, P < 0.05). On the other hand, 186 genes that displayed downregulation were shown in blue color (fold change < −2.0, P < 0.05). **(b)** GSEA of the BOQUEST STEM CELL UP, NABA ECM GLYCOPROTEINS, and WU CELL MIGRATION enriched in human hand-reared marmosets compared to parent-reared aged marmosets. **(c)** Heat Map illustrates the partially or completely overlapped genes among BOQUEST STEM CELL UP, NABA ECM GLYCOPROTEINS, and WU CELL MIGRATION gene sets. The intensity of the blue color indicates the degree of decreased expression.

### Identification of genes continuously affected by early parental deprivation throughout life

In this study, we delved into the gene expression profiles within the hippocampus of both young and aged human hand-reared marmosets, comparing them to their parent-reared counterparts. Our objective was to understand the persistent impact of early parental deprivation on gene expression throughout their lives.

Upon analyzing the gene expression data, we identified 613 genes that exhibited significant differential expression in the hippocampus of human hand-reared young marmosets and 567 genes in human hand-reared aged marmosets, when compared to parent-reared age-matched marmosets. To explore the overlap between these two developmental stages, we performed a Venn diagram analysis.

The Venn diagram analysis revealed that among the differentially expressed genes, only 24 genes were up-regulated (Fig. 4a, Table 2) and 4 genes were down-regulated in both young and aged stages (Fig. 4b, Table 3). This suggests that there is a limited overlap in the gene expression changes associated with early parental deprivation across the two developmental stages.

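Among the transcripts past the criteria at each stage, 6 were higher and 2 were lower in hand-reared animals at both stages. Without a filter on dim probes, 20 were higher and 4 lower among 54641 transcripts, and with the values of the authors' deposited table, 14 were higher and 4 lower. Of the 38716 transcripts well above background on all 11 arrays, 0 were higher and 1 was lower by the same criteria. The fold changes printed in Tables 2 and 3 were also set against the group means of all 54641 probes, without naming any probe's gene. For 6 of the 28 genes in the tables, exactly 1 probe had both the young and the aged fold change within 0.005 of the printed values. When the aged values were shuffled among the genes of each table, 0.80 of the 28 found a probe on average over 100 shuffles, and at most 3. In limma on only the arrays of the 2 groups compared, all 6 such probes had an unadjusted p under 0.05 at both stages, and in the methods' t-test 4 of the 6 did. In limma with all 4 groups, 5 of the 6 did. For the other 22 of the 28 genes, no probe had both printed fold changes within that tolerance. For 3 of the 28, TBXAS1, KRT1 and LCN2, the printed young fold change was found on no probe.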

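If the lists of the 2 stages were independent, 8.75 transcripts would be shared in the same direction, and 8 were shared. Shared in opposite directions were 69 transcripts, where 5.95 would be by independence. Of these, 30 were higher in HRY and lower in HRA animals, and 39 were lower in HRY and higher in HRA animals. Across the 42034 transcripts, which are not independent of each other, the log2 fold changes of the 2 stages were negatively correlated, with a Pearson r of -0.377 and a Spearman rho of -0.435. In 100 of the 200 relabellings of animals within stages, the real one included, 50 shared as many transcripts in the same direction, 7 as many in opposite directions, and 5 gave a correlation as negative. The difference between the stages was tested as an interaction in the same limma model. None (0) of 42034 transcripts had an adjusted p under 0.05, with a smallest adjusted p of 0.205, and 7868 had an unadjusted p under 0.05. The methods' t-test, with 405 transcripts in young and 330 in aged animals, shared 5 in the same direction and 4 in opposite directions. By independence, 1.93 and 1.25 would be shared, so in that test opposite sharing did not stand out from sharing in the same direction. From the small number of genes in both lists, the paper proposes a limited overlap of the changes between the stages.

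**Figure D2:**
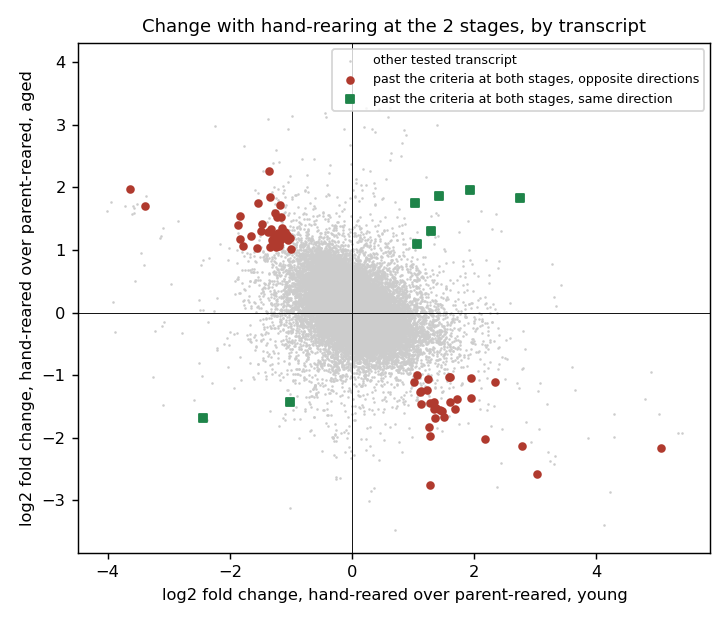
Log2 fold change of hand-reared over parent-reared animals in the young (horizontal axis) and in the aged (vertical axis), 1 point per tested transcript. Red circles mark the 69 transcripts past the criteria in opposite directions and green squares the 8 in the same direction. The cloud of all transcripts slopes downward, with a Pearson r of -0.377.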

**Figure 4:**
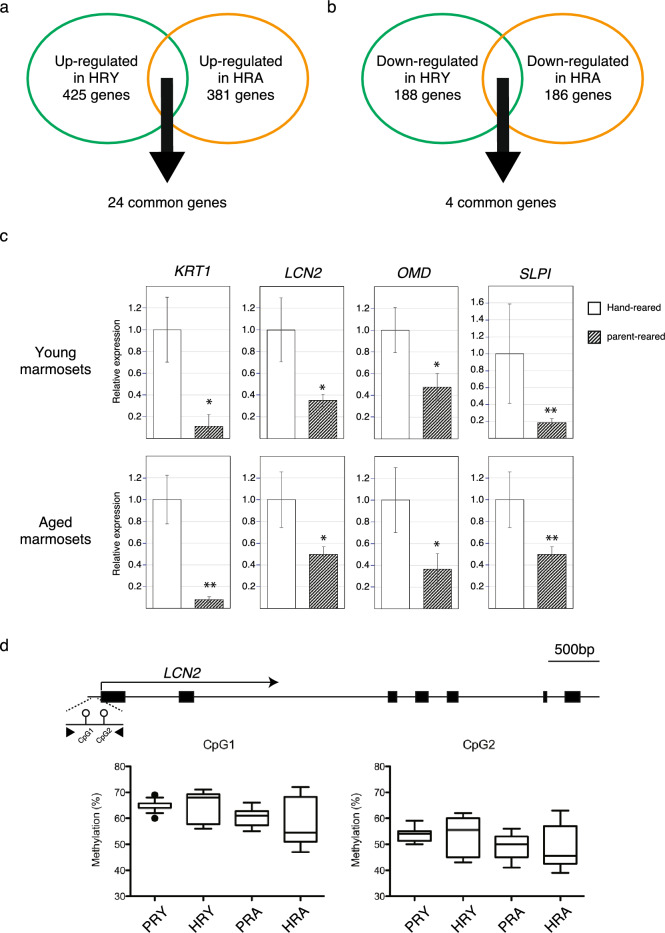
Identification of genes continuously affected by early parental deprivation throughout life. **(a)** Venn diagram for detecting commonly upregulated genes in both human hand-reared young marmosets and aged marmosets.** (b)** Venn diagram for detecting commonly downregulated genes in both human hand-reared young marmosets and aged marmosets.** (c)** Real-time PCR analysis to validate the microarray results for expression levels of *KRT1*, *LCN2*, *OMD*, and *SLPI* genes in human hand-reared marmosets compare to parent-reared marmosets. These genes were found to be down-regulated in both young and aged stages. *p < 0.05, **P < 0.01** (d)** DNA methylation analysis of the promoter region of the *LCN2* gene. Genomic map of the *Lcn2* gene locus; scale bar = 500 bp. The positions of primers used for pyrosequencing are indicated by arrowheads. *HRY* *h*and-*r*eared *y*oung marmoset, *PRY* *p*arent-*r*eared *y*oung marmoset, *HRA* *h*and-*r*eared *a*ged marmoset, *PRA* *p*arent-*r*eared *a*ged marmoset.

**Table 2:** Commonly up-regulated genes list in both human hand-reared young marmosets and aged marmosets.

Gene symbol	Description	Gene type	FC(YAvsYP)	FC(OAvsOP)
5S_rRNA	5S ribosomal RNA	rRNA	2.50	2.46
C6	Complement C6	Protein coding	2.01	3.57
FAM227A	Family with sequence similarity 227 member A	Protein coding	2.02	2.63
HORMAD1	HORMA domain containing 1	Protein coding	5.09	3.43
IDO2	Indoleamine 2,3-dioxygenase 2	Protein coding	4.15	2.41
MBL2	Mannose binding lectin 2	Protein coding	2.31	3.09
MCMDC2	Minichromosome maintenance domain containing 2	Protein coding	2.77	2.04
PTGIR	Prostaglandin l2 (prostacyclin) receptor	Protein coding	2.37	2.05
RPL31	Ribosomal protein L31	Protein coding	2.45	2.47
SCGB3A2	Secretoglobin family 3A member 2	Protein coding	2.49	2.48
SLC18A2	Solute carrier family 18 member A2	Protein coding	2.69	3.62
SLC23A3	Solute carrier family 23 member 3	Protein coding	2.28	2.82
SNORA11	Small nucleolar RNA SNORA11	snoRNA	4.54	2.21
SNORD112	Small nucleolar RNA SNORA112	snoRNA	2.20	2.10
SNORD113	Small nucleolar RNA SNORA113	snoRNA	2.18	2.23
snoU109	Small nucleolar RNA U109	snoRNA	4.05	2.09
snoU13	Small nucleolar RNA U13	snoRNA	2.24	2.79
TAS2R5	Taste 2 receptor associated factor 5	Protein coding	2.55	2.33
TBXAS1	Thromboxane A synthase 1	Protein coding	4.25	2.46
TRAF5	TNF receptor associated factor 5	Protein coding	3.18	2.03
U1	U1 spliceosomal RNA	snRNA	2.51	2.22
U6	U6 spliceosomal RNA	U6	2.59	3.01
VTN	Vitronectin	Protein coding	3.32	4.01
Y_RNA	Y RNA	Misc RNA	2.70	3.11

**Table 3:** Commonly down-regulated genes list in both human hand-reared young marmosets and aged marmosets.

Gene symbol	Description	Gene type	FC(YAvsYP)	FC(OAvsOP)
KRT1	Keratin 1	Protein coding	−12.00	−2.14
LCN2	Lipocalin 2	Protein coding	−5.70	−2.63
OMD	Osteomodulin	Protein coding	−2.77	−2.48
SLPI	Secretory leukocyte peptidase inhibitor	Protein coding	−2.01	−2.68

To further validate our Microarray analysis findings, we conducted real-time PCR analysis to assess the expression levels of *KRT1*, *LCN2*, *OMD*, and *SLPI* genes in the hippocampus, which were found to be down-regulated in both young and aged stages (Fig. 4b, Table 3). The results of the real-time PCR analysis confirmed that the expression levels of these genes were consistently affected by early parental deprivation, which was consistent with the findings obtained from the microarray analysis (Fig. 4c). In addition to the gene expression analysis, we also conducted a DNA methylation analysis of the promoter region of the *LCN2* gene. This analysis was performed to investigate the potential involvement of DNA methylation, specifically in the promoter region of *LCN2*, which is known to be one of the target genes of MECP2^38^. MECP2 indeed functions as a transcription factor capable of binding to methylated CpG sites, thereby influencing the regulation of downstream gene expression, either positively or negatively. By examining the DNA methylation patterns in the promoter region of *LCN2* using bisulfite sequencing, we aimed to explore the potential epigenetic mechanisms underlying the continuous alterations in gene expression observed in response to early parental deprivation. However, the results of the DNA methylation analysis did not provide insights into the regulatory mechanisms involved in the persistent changes in *LCN2* gene expression and their association with early life experiences and parental deprivation (Fig. 4d). We did not observe any significant differences in DNA methylation levels in the hippocampus of human hand-reared young and aged marmosets, in comparison to parent-reared age-matched marmosets. It is important to note that while DNA methylation is a well-known epigenetic mechanism, it is not the sole determinant of gene expression regulation. Other epigenetic modifications, such as histone modifications or non-coding RNA molecules, could be involved in mediating the effects of early parental deprivation on gene expression. Further investigations into alternative epigenetic mechanisms and regulatory processes may provide a more comprehensive understanding of the underlying mechanisms involved in the observed alterations in gene expression.

## Discussion

This study represents the first investigation into the effects of early parental deprivation on gene expression changes in in common marmosets at two developmental stages, Young and Aged, using microarray analysis. While previous research has predominantly concentrated on exploring the effects of maternal separation in rodent models^9,10,24,25^, it is crucial to note that the differences in the central stress response system between rodents and primates do not fully capture the complex dynamics of parent loss, abuse, or neglect observed in human populations^12,13^. Furthermore, studies conducted with rodents or non-human primates have demonstrated that repeated maternal separation, typically occurring for several hours per day during the initial or second week of infancy, can trigger acute stress responses^9,10,14–17,24,25^. Conversely, non-human primates separated from their parents shortly after birth tend to exhibit a less pronounced acute stress response^21^. Interestingly, this study observed no significant differences in body weight between human hand-reared and parent-reared marmosets from birth (Fig. 1c). However, marmosets experiencing repeated parental deprivation in infancy displayed reduced body weight and elevated levels of ACTH and cortisol compared to the control group as previously described ^14–16^. These findings highlight variations in the maternal separation paradigm and emphasize the importance of considering these differences when investigating the impact of early life experiences on stress physiology and behavior. In the present study, we observed upregulation of genes belonging to the Neuroactive-Ligand Receptor Interaction Pathway, including the *OXTR* gene, in young marmosets that underwent human hand-rearing. Previous experiments conducted on rhesus macaques have reported a decrease in the expression of the *OXTR* gene and changes in epigenetic modifications^21^, which contradicts the findings of the present study. However, it is important to note that the discrepancy in results may be attributed to the different developmental stages that were analyzed. In our marmoset experiments, similar to the rhesus macaques, we observed a slight reduction in the expression of the *OXTR* gene during the Aged stage. These findings highlight the dynamic nature of gene expression in response to early life experiences and indicate that the effects of early parental deprivation on gene expression may vary across different stages of development. Additionally, we identified a set of genes that showed consistent alterations across developmental stages and were continuously affected by early parental deprivation. It is particularly interesting that some of these genes are involved in the development of neurodevelopmental disorders and neuronal function.

The up-regulated gene *SLC18A2*(*VMAT2*) functions by packaging dopamine into vesicles in synaptic terminal neurons and releasing it during neurotransmission^39^. Rats raised in social isolation have been shown to exhibit increased ethanol and cocaine intake, along with enhanced dopamine and VMAT2 levels, which may contribute to a heightened vulnerability to addiction^40^. This suggests that abnormal dopamine release in human hand-reared marmosets could be associated with an increased risk of addiction.

On the other hand, *TAS2R5*, another up-regulated gene, has been found to exhibit higher gene expression during manic states based on analysis of peripheral blood samples in bipolar disorder^41^. This gene is involved in taste perception and may play a role in the manifestation of manic symptoms.

In contrast, the three down-regulated genes targeted in this study were *LCN2*, *SLPI*, and *OMD*, all of which encode extracellular secretory proteins. Secretory leukocyte protease inhibitor (SLPI) is a serine protease inhibitor with anti-inflammatory and antibacterial properties, and it promotes wound healing^42^. *Slpi* null mutant mice show reduced regeneration of posterior column axons in response to sciatic nerve injury^43^, suggesting that its decreased expression in this study may contribute to abnormal behavior due to impaired stress response and neuronal inflammation rescue. Osteomodulin (OMD) is a gene localized to extracellular exosomes and is believed to regulate cell adhesion and bone calcification^44^. A study related to psychiatric disorders found decreased expression of the *OMD* gene in amygdala gene expression analysis of children born after exposure to valproic acid (VPA) during the 12th day of gestation^45^. The precise mechanism by which this occurs is not yet known, but it suggests that OMD may have an impact on brain function. LCN2 is a secreted protein involved in innate immunity and has been shown to regulate spine morphology and suppress neuronal excitability^46^. *Lcn2* knockout (KO) mice exhibit anxiety and depression-like behavior, cognitive dysfunction, and changes in hippocampal brain cell structure^47^. Decreased expression of *Lcn2* has also been observed in a mouse model of Rett syndrome^38^. Although the exact mechanism of reduced *LCN2* expression is still unclear, these findings suggest that LCN2 may be involved in developmental disorders, such as Rett syndrome, and potentially plays a role in developmental abnormalities observed in human hand-reared marmosets. Overall, the analysis of differentially expressed genes in this study provides insights into the potential molecular mechanisms underlying the behavioral abnormalities observed in young marmosets subjected to human hand-rearing as described previously^19,20^. However, it is important to note that this study exclusively used male samples, potentially limiting the generalizability of the identified gene expression changes. To address this gap, future studies should explore whether similar alterations in gene expression occur in female samples, accounting for factors such as the menstrual cycle and other relevant variables. Furthermore, among the human hand-reared marmosets analyzed, some were offspring of human hand-reared mother marmosets, which raises concerns regarding potential effects (Fig. 1b). Despite this, any epigenetic mutations occurring in the parental generation are unlikely to be passed on to the offspring. Nevertheless, owing to the unverifiable breeding history of the grandparents in this study, definitive confirmation is not possible. 

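The mothers of 2 of the 3 HRY animals and of 1 of the 3 HRA animals were hand-reared, and those of all 5 parent-reared animals were parent-reared. With the mother's rearing added to the limma model, 574 transcripts were higher and 230 lower in HRY animals, and 750 were higher and 427 lower in HRA animals. Of the 1113 transcripts past the criteria in young animals without that term, 528 passed with it in the same direction, as did 498 of the 555 in aged animals. No transcript (0) in the young comparison and 23 in the aged comparison had an adjusted p under 0.05, and 1992 and 6351 had an unadjusted p under 0.05. Across transcripts, the correlation of the log2 fold changes of the 2 stages was -0.0584 with that term. The term is shared by both stages, and by the design alone it gives their estimates a correlation of 0.178. Transcripts past the criteria at both stages numbered 38 higher, 30 lower and 38 in opposite directions. Among the HRY animals, the 2 with a hand-reared mother were on slide 1 and the other on slide 2. Among the HRA animals, the one with a hand-reared mother had the highest RIN, 7.5 against 6.5 and 6.0.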

If the grandparents were also human hand-reared, there remains a possibility that epigenetic mutations might have been transmitted to the individuals under examination in this study. The study highlights the long-term effects of the nurturing environment during infancy on gene expression. While stress is commonly associated with early life experiences, this particular study did not directly address stress as a variable. However, it is evident that the nurturing environment during infancy influenced gene expression in the hippocampus. 

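The effect of rearing over both stages was tested as the mean of the young and aged differences in the limma model of all 11 arrays, with 6 hand-reared and 5 parent-reared animals. None (0) of 42034 transcripts had an adjusted p under 0.05, and the smallest adjusted p was 0.281. An unadjusted p under 0.05 was reached by 1767 transcripts, or 4.20% of those tested, and 49 of 100 relabellings within stages gave as many. By the paper's criteria, 113 transcripts were higher and 54 lower in hand-reared animals on average over the stages. In the 100 relabellings, the number with an unadjusted p under 0.05 ranged from 387 to 8950. A number above the one expected by chance therefore does not by itself argue against chance. That expected number is 2102 transcripts with an unadjusted p under 0.05. Over 23 other settings their number ranged from 1180 without PRA3 to 6576 without PRY2, and it was above chance in 8 and not in 15. With the array slide in the model, 2 transcripts had an adjusted p under 0.05. Without PRY2 there were 399, with PRY1 as the single young parent-reared animal.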

Further investigations are needed to explore various aspects of the human hand-rearing paradigm, including the specific cellular targets affected by the nurturing environment.

In order to gain a comprehensive understanding of the human hand-reared marmoset brain, it will be essential to incorporate MRI imaging analysis^48^. This imaging technique can provide insights into the structural and functional characteristics of the brain, offering valuable information about how the nurturing environment impacts brain development.

Overall, further studies are warranted to elucidate the effects of the nurturing environment during infancy. By conducting comprehensive investigations, we can better understand the underlying mechanisms and implications of early life experiences on gene expression, stress physiology, and brain structure and function in human hand-reared marmosets. This knowledge may pave the way for exploring gene therapy as a potential intervention for individuals dealing with developmental disorders, an area of growing significance in research and healthcare.

## Methods

### Animals

All animal experiments were approved by the Institutional Animal Experimentation Committee of the Central Institute for Experimental Animals (CIEA: 20049A) and conducted in compliance with the CIEA Standard Guidelines. These guidelines align with the recommendations for the proper conduct of animal experiments established by the Science Council of Japan and were reported in accordance with the ARRIVE guidelines.

The marmosets used in this study were procured from CLEA Japan, a facility accredited by the Japanese Society for Laboratory Animals Resources (certification number: 22-041). All animals received appropriate care under the supervision of the Institutional Animal Care and Use Committee of CLEA Japan, Inc. until their transfer to the CIEA (Central Institute for Experimental Animals). Crucially, the dimensions of the housing enclosures (W550 mm, D390 mm, H700 mm) were meticulously designed to align with the guidelines set forth by the US National Research Council. This adherence underscores our commitment to providing an environment that caters to the animals' well-being. The animal room maintained a temperature range of 23–29 °C, humidity between 30 and 70%, and a 12-h light–dark cycle (lights on from 8:00 to 20:00). The marmosets had access to pellet-type CMS-1M feed (CLEA Japan Inc) and water ad libitum. Enrichment strategies were thoughtfully implemented, including the provision of wooden sticks and boards within the cages, affording the marmosets the opportunity to freely engage in climbing and resting behaviors. Notably, the enclosures were designed to facilitate visual contact and audible communication between marmosets housed in different cages.

This study included eleven male marmosets, comprising six human hand-reared marmosets and five parent-reared marmosets. Hand-rearing was performed for neonates that were excluded from parental care when three or four offspring were born.

Brain tissue sampling was performed when the marmosets were 13–19 months old as young marmosets and 88–164 months old as aged marmosets.

### Hand-rearing

Hand-rearing was conducted at CLEA Japan Inc. When three or more neonates were born from the same litter, two remained with the mother, and the remaining individuals underwent human hand-rearing. Traditionally, we assigned larger, stronger offspring to parental care, while smaller or weaker ones were hand-reared at our facility. However, our recent findings demonstrate that parent marmosets effectively care for their young, regardless of size or vitality. Consequently, to enhance the survival rate of marmosets under human-hand rearing, we deliberately choose heavier and sturdier individuals for this care. Our hand-rearing protocol involved specific steps. Shortly after birth, the neonates were separated from their parents and individually placed in small plastic cages measuring 150 mm × 215 mm × 120 mm. These cages were located in a separate animal room, ensuring no visual or auditory contact with their parents, within a standard incubator. The incubator maintained a temperature range of 27–33 °C, humidity between 40 and 80%, and a 12-h light–dark cycle (lights on from 7:00 to 19:00). Each plastic cage was equipped with various surrogates such as soft diaper sheets that the neonate could wrap and cling to, a heating pad covered with artificial fur, to ensure the neonates' sense of security.

Despite individual housing from postnatal day 0 to 30, the setup facilitated visual and vocal contact among neonates in neighboring cages. At around 30 days of age, the neonates were transferred from the incubator to slightly larger cages measuring 210 mm × 270 mm × 300 mm, where three marmosets lived together. By 50 days of age, five animals resided in a mid-sized cage measuring 550 mm × 780 mm × 700 mm.

As the marmosets matured, the feeding frequency gradually decreased, allowing them to consume larger quantities of milk per feeding. The feeding schedule adapted as the marmosets matured. It started with four daily feedings (0.9 ml to 1.4 ml) from days 0 to 7, with an increase in formula concentration. From days 7 to 27, three feedings (1.6 ml to 5.6 ml) were supplemented with banana lining and vitamin D3, alongside a gradual increase in formula concentration. From days 28 to 59, milk volume increased (8.0 ml to 10 ml), and additional food was introduced twice daily. Post-60 days, each feeding comprised 12 ml of formula, accompanied by once-daily solid feed. Throughout these periods, human caregivers interacted with the marmosets solely during suckling times.

Care was provided by human caregivers until the marmosets reached three months of age, at which point they were successfully weaned. Following this milestone, two same-aged males were housed together in cages measuring 550 mm × 390 mm × 700 mm.

Our care approach strictly adhered to the guidelines outlined in the 'Common Marmoset Management Work Manual,' developed under the supervision of the Institutional Animal Care and Use Committee of CLEA Japan Inc.

### Brain sampling

Brain tissue sampling was performed as follows. The marmosets were first anesthetized with a mixture of 0.04 mg/kg medetomidine, 0.4 mg/kg midazolam, 0.4 mg/kg butorphanol, and 0.4 mg/kg butanol. Deep anesthesia was induced by isoflurane inhalation (0.5–3%). To confirm complete loss of pain response, skin was gently pinched at several sites using tweezers. After confirming the absence of pain response, blood was drawn from the inferior vena cava, and the marmoset was euthanized. The skull was quickly removed, the hippocampus was dissected, and the brain was flash-frozen in liquid nitrogen.

### Microarray analysis

Total RNA was extracted from eleven marmoset hippocampus tissues using the TRIzol Reagent with the PureLink RNA Mini Kit (Thermo Fisher Scientific, USA). RNA quality was assessed using the Agilent 2200 TapeStation (Agilent, USA). 

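The RNA integrity number grades the degradation of an RNA sample from its electrophoretic trace, and the 28S/18S ratio compares the 2 large ribosomal RNAs in the same trace. Supplementary Table S2 lists 1 sample, PRY2, at a RIN of 5.7 and 1, HRA2, at a ratio of 0.9. The mean RIN was 6.60 ± 1.27 (SD, n = 2) in PRY, 7.63 ± 0.38 (SD, n = 3) in HRY, 8.00 ± 0.36 (SD, n = 3) in PRA and 6.67 ± 0.76 (SD, n = 3) in HRA animals. The lower values were thus in the parent-reared animals among the young and in the hand-reared animals among the aged. In a principal component analysis of the normalized log2 intensities, component 1 held 28.9% and component 2 held 19.4% of the variance. The 3 samples with the lowest RIN, PRY2, HRA2 and HRA1, had the 3 lowest scores on component 2, from -70.3 to -46.4, and the other 8 were between -17.5 and 59.0. This comparison was chosen after the components were seen, and no test of it is independent of that choice.

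**Figure D3:**
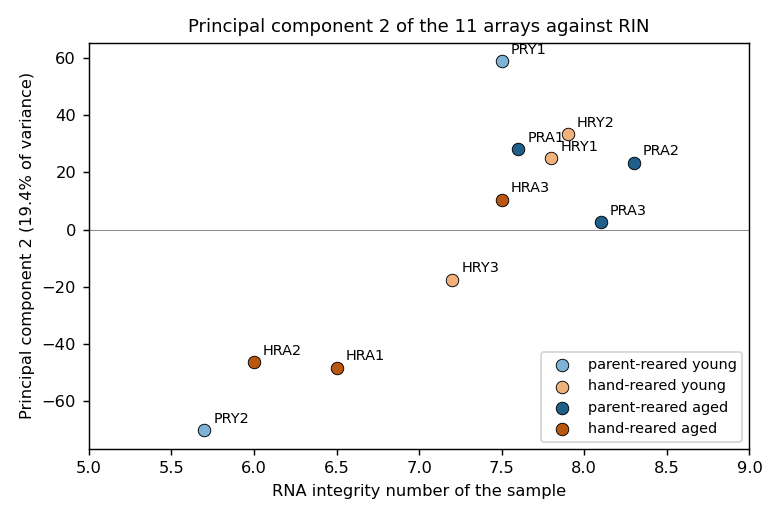
Score of each of the 11 arrays on principal component 2, which holds 19.4% of the variance, against the RIN of its RNA sample, coloured by group. The 3 samples with a RIN of 6.5 or less have scores of -46.4 or less, and the other 8 are at -17.5 or above.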

RNA samples with a RIN value greater than 5.7 and 28S/18S ratio greater than 0.9 were selected for subsequent experiments (Supplementary Table S2). The microarray analysis was performed following the manufacturer's protocol. Briefly, 0.2 µg of total RNA was used to prepare Cyanine-3 (Cy3)-labeled cRNA using the Low Input Quick Amp Labeling Kit (Agilent, USA), followed by RNAeasy column purification (Qiagen, USA). Dye incorporation and cRNA yield were measured using the NanoDrop ND-1000 Spectrophotometer. The fragmented Cy3-labeled cRNA was then hybridized to the Marmoset microarray 8x60K (G4858A#84626, Agilent, USA). After hybridization, the microarrays were washed and scanned using the Agilent DNA Microarray Scanner. The scanned images were analyzed with Feature Extraction Software 11.0.1.1 (Agilent, USA) using default parameters, and the obtained data were normalized and filtered using three filters with GeneSpring software 14.9 (Agilent, USA).

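The deposited table of processed values is on a linear scale and holds fewer transcripts than the arrays. On each array, its values were the scanner intensities divided by 1 constant, which differed by at most 0.0985% from that array's 75th percentile. The text names neither the normalization nor the 3 filters. Of rules tried on the values, one that kept a transcript if it was well above background on at least 1 array, and if its log2 values had a coefficient of variation under 50% in at least 1 of the 4 groups, gave the same choice as the table for 54629 of 54641 transcripts, or 99.978%. With the coefficient of variation on the linear scale the figure was 97.09%, and with the first condition alone it was 97.61%. The table leaves out 1299 of the 42034 transcripts tested here, and all 1299 were well above background on all 11 arrays. Their mean intensity lay between the 54.4th and the 86.4th percentile of the arrays, with a median at the 74.9th. On the values of the table, limma gave 891 transcripts higher and 445 lower in HRY animals, and 656 higher and 193 lower in HRA animals.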

The microarray data have been deposited in the Gene Expression Omnibus (GEO) database under the accession number GSE236481.

### Real-time RT-qPCR

The total RNA was reverse transcribed into cDNA using the PrimeScript IV RT Master Mix (Takara, Japan) following the manufacturer's instructions. Real-Time PCR analysis was performed using the SsoAdvanced Universal SYBR Green Supermix (Bio-Rad, USA) and the CFX Connect Real-Time PCR System (Bio-Rad, USA). The thermal cycling conditions consisted of 1 cycle at 98 °C for 30 s, followed by 40 cycles at 98 °C for 10 s and 60 °C for 30 s. The quality and specificity of the PCR reactions were confirmed by melting curve analysis. The primer sequences are listed in Supplementary Table S1. The hypoxanthine guanine phosphoribosyl transferase (Hprt) gene was used as the internal control. The relative gene expression of target genes was calculated using the ΔΔCt method. Statistical analysis was performed using Student's t-test, and p values < 0.05 were considered statistically significant.

### DNA methylation analysis

DNA was isolated from the hippocampus tissue using the classic phenol–chloroform method. Briefly, the tissue sample was incubated in lysis buffer (100 mM Tris–HCl pH 7.5, 20 mM EDTA, 165 mM NaCl, 1.0% SDS, 70 μg/ml proteinase K) at 55 °C overnight. The resulting lysate was treated with an equal volume of a phenol/chloroform/isoamyl alcohol mixture (Nacalai, Japan) and purified through ethanol precipitation. The concentration of the extracted DNA was measured using the NanoDrop ND-1000 Spectrophotometer.

Subsequently, 1 μg of DNA was subjected to bisulfite conversion using the EZ DNA Methylation-Gold Kit (Zymo Research, USA) following the manufacturer's protocols. The bisulfite-treated DNA was then used for PCR amplification using the PyroMark PCR kit (Qiagen, USA) according to the manufacturer's protocols. The pyrosequencing reaction was performed on a PyroMark Q24 instrument (Qiagen, USA). The resulting data were analyzed and quantified using the PyroMark Q24 software version 2.0.8 (Qiagen, USA). The PCR and pyrosequencing primers used were listed in Table S1, designed with the PyroMark Assay Design software v2.0.2.5 (Qiagen, USA).

### Gene ontology and gene set enrichment analysis

DAVID was utilized to identify and enrich the biological attributes, including biological processes (BP), cellular components (CC), and molecular functions (MF), of the differentially expressed genes (DEGs). The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway (http://www.genome.jp/) was used to identify significant pathways. A significance cutoff of P < 0.05 was applied for enrichment analysis. Functional annotations were predicted using the gene set enrichment analysis (GSEA) software v4.3.2 downloaded from the Broad Institute (https://www.gsea-msigdb.org/gsea/index.jsp). The thresholds for significance were determined through permutation analysis (1000 permutations). Significant enrichments were defined as nominal p values < 0.05 and FDR q < 25%, as suggested by GSEA. Enrichment plots were generated from the GSEA reports.

### Statistical analysis

All data are presented using dot plots, box plots, and expressed as mean ± standard error of the mean (SEM) in Real-Time RT-qPCR and DNA methylation analysis. The Student's t-test was employed for comparisons, and a p-value less than 0.05 was deemed statistically significant.

### Supplementary Information

Supplementary Tables.

## References

[1] Kendler KS, Neale MC, Kessler RC, Heath AC, Eaves LJ (1996). Childhood parental loss and alcoholism in women: A causal analysis using a twin-family design. Psychol. Med..

[2] Heim C, Nemeroff CB (2001). The role of childhood trauma in the neurobiology of mood and anxiety disorders: Preclinical and clinical studies. Biol. Psychiatry.

[3] Holmes A (2005). Early life genetic, epigenetic and environmental factors shaping emotionality in rodents. Neurosci. Biobehav. Rev..

[4] McEwen BS (2008). Understanding the potency of stressful early life experiences on brain and body function. Metabolism.

[5] Cameron NM (2005). The programming of individual differences in defensive responses and reproductive strategies in the rat through variations in maternal care. Neurosci. Biobehav. Rev..

[6] Harlow HF, Dodsworth RO, Harlow MK (1965). Total social isolation in monkeys. Proc. Natl. Acad. Sci. USA.

[7] Phillips R (2013). The sacred hour: Uninterrupted skin-to-skin contact immediately after birth. Newborn Infant Nurs. Rev..

[8] Danese A, McEwen BS (2012). Adverse childhood experiences, allostasis, allostatic load, and age-related disease. Physiol. Behav..

[9] Weaver IC (2004). Epigenetic programming by maternal behavior. Nat. Neurosci..

[10] Zhu Y (2017). Enhanced neuroinflammation mediated by DNA methylation of the glucocorticoid receptor triggers cognitive dysfunction after sevoflurane anesthesia in adult rats subjected to maternal separation during the neonatal period. J. Neuroinflamm..

[11] Gray JD, Kogan JF, Marrocco J, McEwen BS (2017). Genomic and epigenomic mechanisms of glucocorticoids in the brain. Nat. Rev. Endocrinol..

[12] Sánchez MM, Young LJ, Plotsky PM, Insel TR (1999). Autoradiographic and in situ hybridization localization of corticotropin-releasing factor 1 and 2 receptors in nonhuman primate brain. J. Comp. Neurol..

[13] Kaiser T, Feng G (2015). Modeling psychiatric disorders for developing effective treatments. Nat. Med..

[14] Pryce CR, Palme R, Feldon J (2002). Development of pituitary-adrenal endocrine function in the marmoset monkey: infant hypercortisolism is the norm. J. Clin. Endocrinol. Metab..

[15] Dettling AC, Feldon J, Pryce CR (2002). Repeated parental deprivation in the infant common marmoset (*Callithrix jacchus*, primates) and analysis of its effects on early development. Biol. Psychiatry.

[16] Pryce CR, Dettling AC, Spengler M, Schnell CR, Feldon J (2004). Deprivation of parenting disrupts development of homeostatic and reward systems in marmoset monkey offspring. Biol. Psychiatry.

[17] Arabadzisz D (2010). Primate early life stress leads to long-term mild hippocampal decreases in corticosteroid receptor expression. Biol. Psychiatry.

[18] Suomi SJ, Leroy HA (1982). In memoriam: Harry F. Harlow (1905–1981). Am. J. Primatol..

[19] Ziegler TE, Stein FJ, Sis RF, Coleman MS, Green JH (1981). Supplemental feeding of marmoset (*Callithrix jacchus*) triplets. Lab Anim. Sci..

[20] Gultekin YB, Hage SR (2018). Limiting parental interaction during vocal development affects acoustic call structure in marmoset monkeys. Sci. Adv..

[21] Baker M (2017). Early rearing history influences oxytocin receptor epigenetic regulation in rhesus macaques. Proc. Natl. Acad. Sci. USA.

[22] Law AJ (2009). Early parental deprivation in the marmoset monkey produces long-term changes in hippocampal expression of genes involved in synaptic plasticity and implicated in mood disorder. Neuropsychopharmacology.

[23] Caldji C, Francis D, Sharma S, Plotsky PM, Meaney MJ (2000). The effects of early rearing environment on the development of GABAA and central benzodiazepine receptor levels and novelty-induced fearfulness in the rat. Neuropsychopharmacology.

[24] Pryce CR, Dettling A, Spengler M, Spaete C, Feldon J (2004). Evidence for altered monoamine activity and emotional and cognitive disturbance in marmoset monkeys exposed to early life stress. Ann. N.Y. Acad. Sci..

[25] Kikusui T, Kiyokawa Y, Mori Y (2007). Deprivation of mother-pup interaction by early weaning alters myelin formation in male, but not female, ICR mice. Brain Res..

[26] van Leeuwen EJ, Mulenga IC, Chidester DL (2014). Early social deprivation negatively affects social skill acquisition in chimpanzees (*Pan troglodytes*). Anim. Cogn..

[27] Bouchet H (2022). Early life experience and sex influence acoustic repertoire use in wild-born, but hand-reared, captive cheetahs (*Acinonyx jubatus*). Dev. Psychobiol..

[28] Sasaki E (2009). Generation of transgenic non-human primates with germline transmission. Nature.

[29] Pryce CR (1993). The regulation of maternal behaviour in marmosets and tamarins. Behav. Process..

[30] da Huang W, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat. Protoc..

[31] Sherman BT (2022). DAVID: A web server for functional enrichment analysis and functional annotation of gene lists (2021 update). Nucleic Acids Res..

[32] Subramanian A (2005). Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. USA.

[33] Mootha VK (2003). PGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. Nat. Genet..

[34] McGrath ER (2022). Plasma EFEMP1 is associated with brain aging and dementia: The Framingham Heart Study. J. Alzheimers Dis..

[35] Bunn RC, King WD, Winkler MK, Fowlkes JL (2005). Early developmental changes in IGF-I, IGF-II, IGF binding protein-1, and IGF binding protein-3 concentration in the cerebrospinal fluid of children. Pediatr. Res..

[36] Arredondo SB (2020). Wnt5a promotes differentiation and development of adult-born neurons in the hippocampus by noncanonical Wnt signaling. Stem Cells.

[37] Dmytriyeva O (2012). The metastasis-promoting S100A4 protein confers neuroprotection in brain injury. Nat. Commun..

[38] Delépine C (2015). Astrocyte transcriptome from the Mecp 2(308)-truncated mouse model of Rett syndrome. Neuromol. Med..

[39] Caudle WM (2007). Reduced vesicular storage of dopamine causes progressive nigrostriatal neurodegeneration. J. Neurosci..

[40] Karkhanis AN (2019). Chronic social isolation stress during peri-adolescence alters presynaptic dopamine terminal dynamics via augmentation in accumbal dopamine availability. ACS Chem. Neurosci..

[41] Lee YC (2019). Transcriptome changes in relation to manic episode. Front. Psychiatry.

[42] Xie M (2022). Identifying crucial biomarkers in peripheral blood of schizophrenia and screening therapeutic agents by comprehensive bioinformatics analysis. J. Psychiatr. Res..

[43] Hannila SS (2013). Secretory leukocyte protease inhibitor reverses inhibition by CNS myelin, promotes regeneration in the optic nerve, and suppresses expression of the transforming growth factor-beta signaling protein Smad2. J. Neurosci..

[44] Skenteris NT (2022). Osteomodulin attenuates smooth muscle cell osteogenic transition in vascular calcification. Clin. Transl. Med..

[45] Oguchi-Katayama A, Monma A, Sekino Y, Moriguchi T, Sato K (2013). Comparative gene expression analysis of the amygdala in autistic rat models produced by pre- and post-natal exposures to valproic acid. J. Toxicol. Sci..

[46] Mucha M (2011). Lipocalin-2 controls neuronal excitability and anxiety by regulating dendritic spine formation and maturation. Proc. Natl. Acad. Sci. USA.

[47] Ferreira AC (2013). Lipocalin-2 is involved in emotional behaviors and cognitive function. Front. Cell Neurosci..

[48] Seki F (2017). Developmental trajectories of macroanatomical structures in common marmoset brain. Neuroscience.

# Supplementary material for: Early parental deprivation during primate infancy has a lifelong impact on gene expression in the male marmoset brain
**Source:** Sci Rep. 2024 Jan 3;14:330. doi: 10.1038/s41598-023-51025-z
**Supplement:** Supplementary file 1 — Supplementary Tables.

**Supplementary Table S1. Primer information**

| **Primer name 5’-3’ Sequence Description** | | |
| --- | --- | --- |
| KRT1_forward | CAGACATGGGGATAGCGTGA | KRT1 qPCR |
| KRT1_reverse | CACTGATGGACTGCTGCAAG |  |
| LCN2_forward | CGCTGAAGATGTATGCCACC | LCN2 qPCR |
| LCN2_reverse | GTTGCCCAGCTTGAACTCTC |  |
| OMD_forward | TCAACCCCTGAAAACTAAAGCA | OMD qPCR |
| OMD_reverse | GCAATGCACTTTGACTCCAA |  |
| SLPI_forward | TGTTGTCCTGGCATTTGTCC | SLPI qPCR |
| SLPI_reverse | TCCGACTCACAGTGATTGGG |  |
| HPRT_forward | GCTGAGGATTTGGAAAGGGTG | HPRT qPCR |
| HPRT_reverse | GCTACAATGTGATGGCCTCC |  |
| LCN2_Me_forward | AAGGGTATAAAGAGTGTATAGAGG | LCN2 Methylation analysis |
| LCN2_Me_reverse(Biotin) | ACTTAACAAAATTTCTACCCCAAATCA |  |
| LCN2_Me_seq | TGTTTTTGTTAGAGGTGT |  |

**Supplementary Table S2. RNA quality information**

| **Sample_ID RIN (RNA Integrity Number) 28S/18S** | | |
| --- | --- | --- |
| I7500M | 7.5 | 1.6 |
| I7499M | 5.7 | 1.2 |
| I7535M | 7.8 | 1.6 |
| I7540M | 7.9 | 1.8 |
| I7514M | 7.2 | 1.6 |
| I6043M | 7.6 | 1.3 |
| I5728M | 8.3 | 1.7 |
| I3913M | 8.1 | 1.6 |
| I5352M | 6.5 | 1.3 |
| I4736M | 6.0 | 0.9 |
| X069M | 7.5 | 1.5 |

How the deposited data were processed for this re-analysis (not part of the article)

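Expression was measured in hippocampus RNA of 11 male marmosets, 3 human hand-reared and 2 parent-reared young animals and 3 of each rearing among the aged, each on 1 array with a single dye. The authors read the scanned images with Agilent's Feature Extraction software, and the deposited scanner output holds an intensity per spot, background-subtracted and not normalized between arrays. It also holds raw median intensities and flags for outliers, saturation and signal well above background. The authors deposited a second table of processed intensities for 44118 transcripts on a linear scale, which was set against the scanner output array by array and used as an alternative.

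The computation here started from the deposited intensities of the spots. Control spots and spots marked as outliers were left out, no spot was saturated (0), and spots of a probe were averaged on the log2 scale. The 75th percentile of each array was then subtracted. Each of the 54670 probes is for a different transcript, so counting every probe on its own gives the same values. Of these transcripts, 29 had no usable spot on some array and were left out. A transcript was tested if it was well above background on every array of at least 1 of the 4 groups, which left 42034. Between 41116 and 43438 transcripts per array were well above background. Arrays give no counts, so the number of animals limits the precision.

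Differences were tested with limma 3.58.1 in R 4.3.3, with 4 group means over all 11 arrays. The contrasts were hand-reared minus parent-reared animals at each stage, the mean of both, and their difference as the interaction. A transcript passed the study's criteria at a fold change above 2 and an unadjusted p under 0.05, and Benjamini-Hochberg adjusted p-values were computed over all tested transcripts. The fit was tested on simulated data with the real spreads of 42034 transcripts. Of 200 transcripts changed by between 1.5 and 3 on the log2 scale, 194 passed the criteria in the young comparison and 194 in the aged comparison. Of these 200, 154 and 156 had an adjusted p under 0.05 in limma. So did 14 transcripts not changed in the young comparison and 7 not changed in the aged comparison. Values were drawn independently and smaller changes were not simulated, so recovery of those, or under variation shared by transcripts, is not known.

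Fixed before the data were examined were the fit, the criteria and these alternatives: normexp background correction with an offset of 50, quantile normalization, the deposited table, no filter on dim probes, only transcripts well above background on all 11 arrays, only the 2 groups compared, the methods' t-test, RIN, the mother's rearing, age, the array slide and the replicate number in the model, array weights, no fold-change minimum, and each animal left out. The mean spot intensity named for the background correction was not among the columns, so the median was used. Added after the data were seen were the 28S/18S ratio in the model, 2 combinations of the deposited table with other tests, and the count of transcripts called in opposite directions at the 2 stages. The methods name Student's t-test in general terms and do not say which test gave the array results.

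The named-gene rule was to report the genes the paper names and the 3 largest changes in each direction per stage among genes with a symbol that passed the criteria, without overlap between the groups and well above background on every array of both. The deposited files pair no probe with a gene symbol and the tables used for names matched 0 of the transcript identifiers. The genes the paper names, its receptor and extracellular matrix gene sets, and lists of marker genes for fibroblasts and choroid plexus were therefore not analysed here. The largest change in each direction at each stage under the same conditions is reported by transcript identifier, a reduction made after the files were found to hold no symbols. Real-time PCR, methylation and body weight were not analysed here. Arrays of 2 against 3 or 3 against 3 animals were compared in limma with the spread shared over all groups.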

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

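The interaction and the models with RIN, the slide or the mother's rearing and without single animals were set before the data were examined. The tests chosen after the results were seen are the count of opposite calls and the correlation between the stages under each of these, the relabellings, RIN fitted in each stage alone and the comparisons between animals of 1 rearing or 1 slide.

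The difference between the stages in the effect of hand-rearing was tested directly, and it stood out by its number of low unadjusted p-values, not by any adjusted p. For the interaction of stage and rearing, 7868 of 42034 transcripts had an unadjusted p under 0.05 in limma, where 2102 would by chance, and none (0) had an adjusted p under 0.05. Of 100 relabellings of animals within stages, the real one included, 3 gave as many transcripts, with a median of 1820 over the 100. This was 1 of 5 measures with a count above 0 or a correlation over the same relabellings, and its share of 0.03 becomes 0.12 after Benjamini-Hochberg adjustment over the 5, so chance is argued against by this measure alone and not after the adjustment. Of the related measures, 7 of 100 relabellings gave as many transcripts called in opposite directions and 5 of 100 a correlation as negative, so chance is not excluded for these. The number with an unadjusted p under 0.05 for the interaction was 4833 without HRA1, 4489 without HRA2 and 11922 without HRA3. With RIN in the model it was 4889. With the 28S/18S ratio, added after the data were seen, it was 3199. Each stayed above the 2102 expected by chance, but the number moved with single animals and with RNA quality in the model. The 100 relabellings, made without these changes, gave between 397 and 8760. A number above 2102 therefore does not by itself argue against chance. By the methods' t-test, 4 transcripts were called in opposite directions, where 1.25 would be by independence.

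The array slide is argued against as the whole cause of the opposite calls. With the slide in the model 84 transcripts were called in opposite directions, where 9.44 would be by independence of the lists.

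RNA integrity stays open, because its tests point in different directions. Lower RIN fell on a parent-reared animal among the young and on hand-reared animals among the aged, so an effect of RIN would have opposite signs at the 2 stages. With RIN in the model of all arrays, the opposite calls rose to 249, where 14.7 would be by independence, and the correlation across transcripts was -0.568. That goes against RIN, but the term is shared by both stages and by the design alone gives their estimates a correlation of -0.351, so the lists are not independent there. Without PRY2, the young sample of lowest RIN, 95 were called in opposite directions, where 25.2 would be, and the correlation was -0.246, with a single parent-reared young animal left. With RIN fitted in each stage on its own arrays, so that no term is shared, the opposite calls numbered 51, where 29.8 would be, and 112 were called in the same direction, where 27.0 would be. The correlation was then 0.106, in place of -0.377, in fits that leave few degrees of freedom and in young animals rest largely on the difference between PRY1 and PRY2. Without RIN, fits on each stage's own arrays gave 77 opposite calls, where 6.52 would be, and 9 in the same direction, where 8.57 would be. RIN changed the number of young calls in these fits from 901 to 3812, and that of aged calls from 704 to 626. The 901 transcripts called on the young arrays alone were set against the difference between the 2 hand-reared aged animals with lower RIN and the third. Their median, signed by the young direction, was -0.575 on the log2 scale, and 16.6% kept the young direction. Between each parent-reared aged animal and the others of its group, the same transcripts had medians from -0.261 to 0.329, so part of such a shift may be variation between animals. The median of 0.329 was that of PRA1, which had the lowest RIN of its group, 7.6, where lower integrity predicts a negative median. The median of -0.261 was that of PRA3, with a RIN of 8.1, and PRA2, with 8.3, had -0.0533. Each of these medians rests on 1 animal. In the other direction, the 704 transcripts called on the aged arrays alone had a median of -0.0585 between PRY2 and PRY1 after subtraction of the slide difference seen in hand-reared young animals, and 48.7% kept the aged direction, where lower integrity predicts a positive median. Between PRY2 and HRY3, which share a slide, the same 704 had a median of 0.318 and 58.9% kept the aged direction, as lower integrity predicts, but these animals also differ in rearing.

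The mother's rearing stays open too. With it in the model, the opposite calls numbered 38, where 9.93 would be by independence, and 38 were higher and 30 lower at both stages, where 12.6 in the same direction would be. The correlation across transcripts was -0.0584. This term gives the estimates of the 2 stages a correlation of 0.178 by the design alone, which favours calls in the same direction. Its effect cannot be told apart from the slide among hand-reared young animals, nor from RIN among hand-reared aged animals, where the animal with a hand-reared mother is also the one with the highest RIN. A true difference between the stages in the response to rearing stays among the open explanations, as does a difference in dissection, which was not tested because no gene names were at hand.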

How the results depend on the processing

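The settings with the 28S/18S ratio and with the deposited table combined with another test, and every count of transcripts in opposite directions, were added after the data were seen. All counts are of transcripts, by the study's criteria or with an adjusted p under 0.05 in limma, and where a count moved by more than 1.5 times the cause was not tested unless stated. The starting counts were 759 higher and 354 lower in young, 423 higher and 132 lower in aged animals, 6 higher and 2 lower at both stages, 69 in opposite directions, and 0 with an adjusted p for either stage, for rearing over both stages or for the interaction.

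Normexp background correction gave 327 and 199 in young, 57 and 38 in aged animals, 0 and 0 at both stages and 24 in opposite directions. After quantile normalization, 6 were lower at both stages. The share of higher calls in aged animals was 61.4% after quantile normalization and 60.0% after normexp, against 76.2%. The deposited table gave 656 higher and 9 adjusted in aged animals, and 14 and 4 at both stages. With no filter on dim probes, 604 were lower in young animals, 877 and 205 were called in aged animals with 13 adjusted, 20 and 4 at both stages and 107 in opposite directions, among more transcripts by construction. With only those well above background on all 11 arrays, 204 and 70 were called in aged animals and 0 and 1 at both stages. With only the 2 groups compared, 236 were lower in aged animals with 6 adjusted, and 4 were lower at both stages. The methods' t-test gave 297 and 108 in young animals, 240 higher in aged animals with 3 adjusted, 1 lower at both stages and 4 in opposite directions. Without a fold-change minimum, 41 and 16 were shared at both stages and 582 in opposite directions.

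With RIN in the model, 1268 and 647 were called in young animals with 1 adjusted, 287 were lower in aged animals, 1 was lower at both stages, 249 were in opposite directions and 1 was adjusted for rearing over both stages. The mother's rearing gave 230 lower in young animals, 750 and 427 in aged animals with 23 adjusted, 38 and 30 at both stages and 38 in opposite directions. Age gave 1 adjusted in young animals, 281 lower in aged animals, 113 in opposite directions and 1 adjusted for the interaction. The slide as a block gave 538 lower in young animals with 2 adjusted, 12 adjusted in aged animals, 12 and 8 at both stages and 2 adjusted for rearing over both stages. Array weights gave 1820 and 544 in aged animals with 17656 adjusted, 5 lower at both stages and 133 in opposite directions. These weights ran from 0.305 for HRY3 to 4.79 for HRA1, with 0.348 for HRA3. The 28S/18S ratio gave 225 higher in aged animals and 1 lower at both stages. The deposited table with only the 2 groups gave 749 and 295 in aged animals with 7 adjusted and 13 higher at both stages. The deposited table with the methods' t-test gave 365 and 130 in young animals, 3 adjusted in aged animals, 1 lower at both stages and 8 in opposite directions.

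The groups share replicate numbers. Whether these pair the samples stays open, because differently numbered samples were not compared. The correlation of same-numbered deviations from the group means was between -0.264 and 0.316 over 15 pairs, and 6 were over 0.1. With the replicate number as a block, 2 were adjusted in aged animals, 5 were lower at both stages, 39 were in opposite directions and 1 was adjusted for rearing over both stages.

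With each animal left out in turn, the young counts ranged from 707 to 2141 higher, 332 to 1538 lower and 0 to 1993 adjusted, each highest without PRY2. The aged counts ranged from 233 to 1504 higher, 76 to 455 lower and 0 to 567 adjusted, each highest without HRA3. At both stages, 5 to 20 were higher and 1 to 10 lower, each highest without PRY2, and 39 to 233 were in opposite directions, highest without HRA3. For rearing over both stages 0 to 399 were adjusted, highest without PRY2, and for the interaction 0 to 1577, highest without HRA3 and at 1356 without PRY2. Leaving out PRY1 or PRY2 leaves a single parent-reared young animal, which is assumed to vary like the other groups.

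Under the 27 other settings of the counts at 1 stage, the young count stayed within 1.5 times under 22 for higher and 18 for lower transcripts, and the aged count under 15 for each.

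Of the 4 named transcripts, 3 kept their direction and passed the criteria under all 27 other settings. ENSCJAT00000033057.2 kept its direction and failed the criteria under 7 of the 27, among them RIN in the model, at -1.81.

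The tests of the receptor and extracellular matrix gene sets, with their alternatives, were not run because no probe could be named. Every probe counted on its own gave no other values, since each transcript has 1 probe. Low signal limits the aged counts, as 132 of the 555 calls were not well above background on any array of the lower group.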

Differences from the paper's values

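The paper counts genes and the values here count transcripts, so the scales differ in part. The alternatives named were set before the data were examined, except where stated, and a count is called within 1.5 times the paper's where neither is more than 1.5 times the other.

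In young animals the paper's count of higher genes is 425 and the count here is 759. Within 1.5 times the paper's were normexp (327), only transcripts well above background on all 11 arrays (551), only the 2 groups compared (636), the methods' t-test (297), the mother's rearing in the model (574) and array weights (561). The other alternatives and every omission of 1 animal were not, between 698 and 2141. For lower genes the paper's count is 188 and the count here is 354. Within range were normexp (199), all 11 arrays (278), only the 2 groups (265) and the mother's rearing (230), and the others were not, with 108 in the methods' t-test and between 310 and 1538 otherwise. In total the paper's count is 613 and the count here is 1113. Within range were normexp (526), all 11 arrays (829), only the 2 groups (901), the mother's rearing (804) and array weights (871), and the others were not. The methods' t-test on the deposited table, chosen after the values were seen, was within range for all 3, with 365, 130 and 495.

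At both stages the paper's count of higher genes is 24 and the count here is 6. Within range were no filter on dim probes (20), the omission of PRY1 (18) and the omission of PRY2 (20), and the others were not, between 0 and 41. For lower genes the paper's count is 4 and the count here is 2. Equal to the paper's were the deposited table (4), no filter on dim probes (4), only the 2 groups (4) and the omission of HRA1 (4). Quantile normalization (6), age in the model (3), the replicate number as a block (5), array weights (5), the omission of PRY1 (5) and the omission of PRA2 (6) were within range. So was the deposited table with only the 2 groups (3), chosen after the values were seen. The others were not, between 0 and 30.

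The paper's text gives a RIN greater than 5.7 and a 28S/18S ratio greater than 0.9 for its samples, and its Supplementary Table S2 lists 1 sample at exactly 5.7 and 1 at exactly 0.9.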

Other observations

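The tests of the 28S/18S ratio, of component 2, of the filter, of the slide in the stage difference, of the correlation between stages, of RIN on the young arrays alone and between hand-reared aged animals, and of the printed fold changes were chosen after the results were seen. The tests of other splits of aged animals, of rearing over both stages, of calls in the same direction and of RIN in the model of all arrays were set before. The relabellings used for rearing over both stages and for calls in the same direction were chosen after.

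Of the 10 ways to split the 6 aged animals into groups of 3, 2 gave as many transcripts past the criteria as the split by rearing, itself included, so chance cannot be excluded with 3 animals against 3. The split by rearing gave 555 and the highest split 755. That split puts PRA2, PRA3 and HRA3 against PRA1, HRA1 and HRA2, and these are the samples with the 3 highest and the 3 lowest 28S/18S ratios, at least 1.5 against at most 1.3. The next split gave 550 and the lowest 45. The split at 550 puts PRA3, HRA1 and HRA2 against PRA1, PRA2 and HRA3, which does not fully part the samples by the ratio or by RIN. HRA1 and HRA2 lie on the same side in the splits at 755, 555 and 550, and also in one at 215. A candidate explanation for part of the aged calls is therefore RNA quality, as a hypothesis found on the same data. With the ratio in the model, 228 of the 555 transcripts still passed the criteria in the same direction.

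With RIN in the model, 168 of the 555 aged calls passed in the same direction, and the median change of all 555, signed by direction, fell from 1.27 to 1.01 on the log2 scale. In comparison, 449 passed with age, 498 with the mother's rearing and 543 with the slide in the model. Over all 42034 transcripts, the number with an unadjusted p under 0.05 fell from 5162 to 2271, where chance gives 2102. RIN and rearing can be separated only in part in the aged animals. RIN varies within each group, but every hand-reared sample had a lower RIN than every parent-reared one, and the standard errors were at the median 1.26 times as large with RIN in the model. How much of the aged calls RIN accounts for stays open. In young animals the values argue against the low RIN of PRY2 as the whole cause of the calls. With RIN in the model the median change of all 1113 young calls went from 1.32 to 1.41, and without PRY2 it was 1.62, with 831 of the 1113 still past the criteria and PRY1 as the single parent-reared animal. With RIN fitted on the young arrays alone, 614 of 901 calls still passed, and the median over all 901 went from 1.35 to 1.47. The same fit raised the number of young calls to 3812, and the number with an unadjusted p under 0.05 from 2337 to 7303. Other values go with a part for RIN. The young calls had a median of -0.575 between the hand-reared aged animals of lower RIN and the one of higher RIN, and across transcripts the young change had a correlation of -0.451 with that difference, in which RIN goes together with the mother's rearing. The aged change showed little such relation to PRY2 minus PRY1, which rests on 1 animal each. Its correlation with that difference was 0.0091, and 0.031 after subtraction of the slide difference. The 2 differences between lower and higher RIN, with the slide difference subtracted in the young, had a correlation of 0.168. A part of the young calls may still come from RIN. Without PRY1 the median of the 1113 was 1.11 and 477 still passed, so the young calls may rest more on PRY1, which had the lowest score on component 1, at -90.8. A difference between animals that has nothing to do with RNA quality stays open.

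The 3 samples of lowest RIN are an end of component 2, which 3 samples picked at random from 11 would be with a two-sided exact probability of 0.0121. The component, the measure and the number of samples were all picked after the scores were seen, so chance is not excluded by this value. The aged sample HRA3 had a correlation of 0.992 with PRA2, 0.990 with PRA3 and 0.989 with PRA1 across transcripts, and of 0.984 with HRA1 and 0.983 with HRA2. No biological explanation was tested for this.

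For rearing over both stages, 100 of 100 relabellings gave at least as many transcripts with an adjusted p under 0.05, since the count was 0, which says nothing about chance. Of the same relabellings, 50 gave as many transcripts called in the same direction at both stages as the 8 observed. The negative correlation between the stages was matched by 5 of 100, and chance is not excluded for the shared calls or for the correlation.

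The deposited table leaves out 1299 transcripts that were well above background on all 11 arrays. A rule on the coefficient of variation of log2 values, whose zero is the 75th percentile, gave the same choice as the table for 99.978% of transcripts. On that scale a transcript near the 75th percentile has a mean near 0, so its coefficient of variation is large whatever its spread, and 99.5% of the 1299 lay between the 60th and the 90th percentile. This may be what removed them, as a rule inferred from the values. In the 4-group limma fit, 1.85% of the 1299 passed the study's criteria at some stage, 23 in young animals and 1 in aged animals, against 3.85% of the other tested transcripts.

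Between aged and young animals, over both rearing groups, 4407 transcripts had an unadjusted p under 0.05 in limma and 0 an adjusted p. With the slide in the model 2752 had an unadjusted p under 0.05 and 0 an adjusted p, where chance gives 2102. Slide and stage cannot be fully told apart, because all aged arrays were on slide 2 and 2 of the young arrays shared it. The slide term had 110 transcripts with an adjusted p under 0.05 in that fit, from the young arrays alone. There the slide goes together with RIN in PRY1 and PRY2, 7.5 against 5.7. In HRY animals it goes together with the mother's rearing, so these transcripts cannot be credited to the slide alone.

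Of the 6 genes of Tables 2 and 3 whose printed fold changes were found on exactly 1 probe, 1 probe was well above background on all 11 arrays. The other probes were well above background on 7, 5, 2, 1 and 1 of the 11 arrays, so most of these 6 were not well above background on every array. The match rests on the fold changes alone and does not name the probes. It was devised after the data were seen. In exploration, wider tolerances than the 0.005 given were also looked at.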
